A study of Homo sapiens with 20 samples. Its data were reported in "TRIM28 protects TRIM24 from SPOP-mediated degradation and promotes prostate cancer progression" (2018).

How the data were processed

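Gene expression was measured in LNCaP cells, an androgen-responsive prostate cancer line, on 20 Illumina HumanHT-12 v4 bead arrays. The triplicate experiment held 12 arrays in 4 groups of 3: the control vector pLKO, a hairpin against TRIM24 (shTRIM24), a hairpin against TRIM28 (shTRIM28), and shTRIM28 with TRIM24 re-expressed. These cells were grown in regular medium. The ligand experiment held 8 arrays of cells starved of hormone for 3 days and then given ethanol or 1 nM R1881, a synthetic androgen, for 48 h. Its titles came in 2 spellings of the cell line. One spelling held pLKO and shTRIM28 arrays and the other held pLKO and shTRIM24 arrays, each with ethanol and with R1881, so that pLKO had 2 arrays per treatment and each knockdown had 1.

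The deposited signal table held intensity values per probe, which the authors had exported from GenomeStudio without background subtraction or normalization. The version of GenomeStudio was not given in the sources used here. Beside each signal, the deposited table gave a detection p-value of the probe on that array. A separate deposited table held intensity values on a linear scale, which the authors had background-subtracted and quantile-normalized. Its values fell into 3 sets that each shared 1 distribution (the 12 triplicate arrays and 4 ligand arrays of each spelling), and it was used only as an alternative. The table of probes and genes deposited with the series gave exactly 1 symbol for 30107 of 47310 probes, several for 8 and none for 17195. No symbol was updated, since these names already matched the reference wherever a probe's Entrez identifier was found there. An Entrez identifier was found in the reference for 30068 probes. Several genes of the fixed lists had no usable probe and were not analysed here.

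Signals were processed with limma 3.58.1 in R 4.3.3. All 20 arrays went through neqc together, with negative controls inferred from the detection p-values, an offset of 16, quantile normalization and log2. A probe was kept with a detection p under 0.05 on at least 3 of the 12 triplicate arrays, or at least 2 of the 8 ligand arrays, and exactly 1 symbol. Each gene was represented by its brightest probe, which left 12214 genes in the triplicate experiment and 12555 in the ligand experiment. Genes of families with near-identical transcripts (UGT2B, GSTA, TRIM49 and TRIM51, SNORD3, TUBA3 and AKR1C) may share signal between probes, so which member changed is uncertain. The number of arrays limited the precision of every value.

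For the triplicate experiment, group means were fitted to all 12 arrays with limma's lmFit and eBayes. The tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Adjusted p-values of genes in the text are from limma. The paper describes the arrays as triplicate experiments. The sources do not state whether arrays of a group came from separate cultures, so these p-values measure only the spread between these samples, which may be technical. Arrays with the same number were checked for shared deviations from their group means. Across genes these correlated at 0.41 to 0.58 between pLKO, shTRIM24 and shTRIM28, but not in the re-expression group, and a block for the replicate number was run as an alternative. In the ligand experiment, R1881 was compared with ethanol in pLKO with the title spelling as a block (1 residual degree of freedom) and over 4 pairs of arrays with the pair as a block. Knockdown arrays with ligand had no replicates, so their values are differences without a test, each from the pLKO array of the same spelling and treatment. A list's median there was placed among 10000 random lists matched on mean signal in 20 bins. Random lists leave out the correlation among members, so these ranks are not a test.

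Gene lists were written before the data were examined, as were the comparisons, the tests and the rule for naming genes. There were 17 lists: androgen-induced, androgen-repressed, mitosis, replication, DNA repair, MYC and ribosome biogenesis, cholesterol synthesis, unfolded protein and amino acid stress, TNF and NF-kappaB, interferon, p53 and apoptosis, germline, neuroendocrine, luminal prostate, markers of basal, mesenchymal and other cells, hypoxia and glycolysis, and numbered zinc finger genes. Each was tested with camera at a preset correlation of 0.01, adjusted over 68 tests (lists times the triplicate comparisons), again with an estimated correlation, and with fry, which asks whether a list's genes move 1 way on balance. Counts of members were also adjusted over the list alone. Of the 49 androgen-induced genes measured, 7 were in another list. The same held for 6 of 20 luminal genes, 2 of 28 DNA repair genes, 2 of 23 p53 genes, 2 of 21 hypoxia genes, and 1 each of the MYC (27), stress (19) and TNF (22) lists. No gene of the remaining lists was in another.

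Named genes were TRIM24, TRIM28 and a short list of their partners (SPOP, RBX1, TRIM33, SETDB1, HDAC1, FOXA1, CBX1, CBX3 and CBX5). In each triplicate comparison they were joined by the 10 largest increases and 10 largest decreases that passed the test with no overlap between the arrays of the 2 groups. Up to 4 members of each list with the largest passing change were added. For comparisons without replicates, the 8 largest changes each way among genes detected on both arrays were named, and for R1881 the 10 largest each way. Symbols that were only LOC or Hs. identifiers were left out.

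The procedure was tested on simulated data with 200 changed genes. For shTRIM24 against pLKO it recovered 25 of 67 genes changed 1.5-fold (37.3%), 60 of 67 changed 2-fold (89.6%) and 66 of 66 changed 4-fold, and it called 4 of 12014 genes simulated without a change. Over 4 pairs it recovered 64 of 67 genes changed 1.5-fold, and it called 12 of 12355 simulated without a change.

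Overlap between the knockdowns was set beside 100 simulations of groups without an effect that shared the same pLKO arrays. Re-expression was tested with a two-sided Fisher's exact test on genes called in shTRIM24, whose 2 groups share no array with the re-expression comparison. Both comparisons used the same variance estimate from all 12 arrays, so their calls are not independent, and fits on only the 2 groups compared were run as well. For genes chosen on the shTRIM28 arrays as well, 20 simulations without a re-expression effect were run. Alternatives were quantile normalization without background correction, normexp with an offset of 50 and median scaling, the deposited normalized table with a floor of 1, neqc within each experiment, no detection filter, a filter at a detection p under 0.01 on every array of a group, the mean of a gene's probes, a replicate block, only the 2 groups compared, eBayes with trend and robust, an unadjusted p under 0.005, and leaving out each array or pair. Normexp with an offset of 50 and median scaling is 1 alternative that changes the offset and the scaling together. It is also called median scaling or the offset of 50 below. Further alternatives were no block for the title spelling, only the 4 pLKO arrays, the mean of both pLKO R1881 arrays as control, and other set tests. The deposited normalized table with 16 added, the average of replicates 2 and 3 of the re-expression group, and leaving out arrays of groups outside a comparison, were added after the data were seen. A block for the chip was not run because the file headers name no chips.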

Results

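Transcripts were profiled on 20 arrays of LNCaP cells. The triplicate experiment compared cells carrying the control vector pLKO, shTRIM24, shTRIM28, or shTRIM28 with TRIM24 re-expressed (3 arrays each). The ligand experiment compared R1881 with ethanol in hormone-starved cells carrying pLKO (2 arrays per treatment), shTRIM28 or shTRIM24 (1 array each per treatment). Between 38.9% and 44.8% of probes were detected per array, the median signal lay between 88.3 and 92.8, and the 75th percentile between 106 and 132. Values are differences on the log2 scale with the standard error (SE) of limma's fit, and n = 3 per group in the triplicate experiment unless stated.

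TRIM28, a corepressor scaffold, and TRIM24, a bromodomain protein that acts with the androgen receptor, were measured first, to ask whether each hairpin lowered its target and whether TRIM24 mRNA depended on TRIM28. TRIM28 fell by 2.27 with shTRIM28 (SE 0.178, 4.82-fold, adjusted p = 8.29e-06), from 6.86 ± 0.18 to 4.59 ± 0.27 (SD, n = 3), and it fell by 2.09 with TRIM24 re-expressed (4.26-fold, adjusted p = 3.36e-05, against pLKO). The TRIM28 probe was detected on 2 of the 3 shTRIM28 arrays, so it lay near background there and the size of the fold is uncertain. TRIM24 fell by 0.82 with shTRIM24 on its brightest probe (SE 0.126, 1.76-fold, adjusted p = 0.00102) and by 1.19 on a second probe (SE 0.188, 2.29-fold, adjusted p = 0.00115), which was detected on only 1 of the 3 shTRIM24 arrays and so lay near background there. Its difference with shTRIM28 was -0.03 (adjusted p = 0.908) and, on the second probe, -0.08 (adjusted p = 0.845), but on the shTRIM28 ligand arrays, which have no replicates, both probes were lower than in pLKO: 6.28 against 6.62 and 4.94 against 5.44 with ethanol, and 6.66 against 7.02 and 4.77 against 5.49 with R1881. Re-expression raised only the second probe, by 1.00 over shTRIM28 (SE 0.188, 2-fold, adjusted p = 0.0457) and by 0.92 over pLKO (adjusted p = 0.00614), while the brightest probe differed from shTRIM28 by 0.14 (adjusted p = 0.585). Another TRIM24 probe lay near background and passed in no comparison.

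TRIM28 also fell by 0.58 with shTRIM24 (SE 0.178, 1.5-fold, adjusted p = 0.0407), a call that rested on single arrays. Without pLKO array 1 its adjusted p was 0.135, without pLKO array 2 it was 0.104, without shTRIM24 array 1 0.057, without shTRIM24 array 3 0.153, and without re-expression arrays 2 and 3 it was 0.0559 and 0.0506. On the ligand arrays TRIM28 differed from pLKO by -0.018 with shTRIM24 and R1881 and by 0.000805 on the array labelled shTRIM24 with ethanol. SPOP, which brings substrates to a CUL3 ubiquitin ligase, fell by 1.11 with shTRIM24 (SE 0.14, 2.16-fold, adjusted p = 0.000257), by 1.37 with shTRIM28 (2.58-fold, adjusted p = 4.99e-05) and by 1.03 after re-expression, against pLKO (adjusted p = 0.000516). CBX5, a heterochromatin protein that binds TRIM28, fell by 1.60 with shTRIM28 (SE 0.134, 3.03-fold, adjusted p = 1.24e-05) and by 1.13 after re-expression (adjusted p = 0.000232). It differed by -0.37 with shTRIM24 (adjusted p = 0.0821, and 0.0375 with the replicate block). TRIM33, RBX1, SETDB1, HDAC1, FOXA1 and CBX3 passed in no triplicate comparison. CBX1 rose only with shTRIM24, by 0.85 (adjusted p = 0.0235), and its adjusted p was 0.0916 without pLKO array 1, 0.0583 without pLKO array 2 and 0.0678 without shTRIM24 array 3.

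On the ligand arrays TRIM28 read 5.16 with shTRIM28 and ethanol against 7.20 in pLKO, and 5.06 against 7.19 with R1881. TRIM24 read 6.58 with shTRIM24 and R1881 against 7.04 in pLKO. On the array labelled shTRIM24 with ethanol, however, the brightest TRIM24 probe read 6.31 against 6.30 in pLKO, and only the second probe was lower, at 4.84 against 5.41 and 5.44.

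To ask which genes depend on TRIM24, shTRIM24 was compared with pLKO. Knockdown lowered KLK2, a kallikrein protease induced by the androgen receptor, by 5.12-fold (log2 -2.36, SE 0.289, adjusted p = 0.000232). PMEPA1, an androgen-induced membrane protein, fell 4.4-fold (log2 -2.14, SE 0.415, adjusted p = 0.00413). The protease TMPRSS2 fell 2.71-fold (log2 -1.44, SE 0.183, adjusted p = 0.000274) and KLK3, which encodes prostate-specific antigen, fell 2.02-fold (log2 -1.02, SE 0.156, adjusted p = 0.000996). Of 49 androgen-induced genes, 19 fell and 1 rose (23 and 1 adjusted over the list alone), with a median of -0.35. The list's adjusted p was 8.25e-07, and 0.658 with an estimated correlation.

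Beyond the androgen program, the GTPase ARL1 of the Golgi fell 5.47-fold (log2 -2.45, SE 0.131, adjusted p = 4.82e-07), and the phospholipid-binding ANXA5 fell 3.99-fold (SE 0.133, adjusted p = 3.73e-06). The lipid phosphatase PLPP1 (3.17-fold), the adenylate kinase AK1 (4.18-fold) and ECHDC3 (4-fold) fell as well. Probes of TRIM49D1 and TRIM51, which are alike in sequence, fell 4.25-fold and 5.7-fold, so which member changed is uncertain. The dynein light chain DYNLRB1 rose 4.71-fold (log2 2.24, SE 0.113, adjusted p = 4.64e-07) and the death receptor TNFRSF21 rose 4.19-fold (log2 2.07, SE 0.246, adjusted p = 0.000204). UGT2B15 and UGT2B17, enzymes that glucuronidate androgens, rose 6.82-fold and 6.91-fold, GSTA1 and GSTA2, which conjugate glutathione, 5.99-fold and 6.12-fold, and the U3 RNA genes SNORD3A, SNORD3C and SNORD3D 6.4-fold to 7.75-fold. Members of these families share sequence, so which of them changed is uncertain.

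The mitosis, replication, MYC and stress lists passed at the preset correlation but not at an estimated one, and among mitosis and replication genes a smaller share passed singly than the 16.5% of all genes. Of 42 mitosis genes, 4 fell and 0 rose (the same counts adjusted over the list alone), with a median of -0.23 and an adjusted p of 0.0025 (0.81 with an estimated correlation). They included CDC20, which activates the anaphase-promoting complex (2.23-fold, adjusted p = 0.00585). Of 40 replication genes, 3 fell (2 over the list alone), among them RRM2, a ribonucleotide reductase subunit (2.72-fold, adjusted p = 0.00582), and the list's adjusted p was 0.0354 (0.817 with an estimated correlation). Without pLKO array 1 the adjusted p was 0.11 for mitosis and 0.516 for replication, without shTRIM24 array 2 it was 0.266 and 0.218, and without shTRIM24 array 3 replication stood at 0.275. Among 27 MYC and ribosome genes, 3 fell, including the polyamine enzyme ODC1 (2.15-fold), while SRM of the same pathway rose 2.76-fold (adjusted p = 0.000433). That list passed at 0.0101 (0.81 with an estimated correlation), but stood at 0.126 without pLKO array 1 and 0.275 without shTRIM24 array 3. Of 19 unfolded protein and amino acid stress genes, 4 rose and 1 fell (6 and 1 over the list alone), among them the chaperones HSPA5 (1.77-fold) and DNAJB9 (1.94-fold). Its adjusted p was 0.0101 (0.765 with an estimated correlation), and was 0.0725 without pLKO array 3 and 0.0671 without shTRIM24 array 2.

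No other list passed with shTRIM24 in this fit. Luminal prostate genes split into 3 that rose and 7 that fell of 20 (the same over the list alone), with SPDEF 1.88-fold lower (adjusted p of the list 0.0977, and 0.0426 with fry), and androgen-repressed genes into 3 and 1 of 13 (adjusted p = 0.109, but 0.0447 without pLKO array 2 and 0.0166 without shTRIM24 array 3). Interferon genes IFIH1 and HERC5 rose 1.89-fold and 1.85-fold while IFI6 fell 1.83-fold (4 and 1 of 27, list 0.313). The p53 list held AEN, which fell 2.61-fold (adjusted p of the list 0.799). SC5D and ACAT2 of cholesterol synthesis rose 1.79-fold and 1.71-fold while PMVK fell 1.67-fold (list 0.323, and 0.04 without shTRIM24 array 2), the repair glycosylase UNG fell 2.09-fold (list 0.59), and the TNF target SOD2 rose 1.52-fold (list 0.0611). The TNF list passed with the replicate block (0.0355), the offset of 50 (0.0214) and the stricter filter (0.0248), and without pLKO array 2 (0.0344) or shTRIM24 array 2 (0.00104). TUBB3 of the neuroendocrine list rose 1.9-fold (list 0.746). The hypoxia list stood at 0.0611, but at 0.0278 with the replicate block, 0.0475 with the offset of 50, 0.0294 with only the 2 groups compared, and 0.000651, 0.01 and 0.046 without pLKO array 2, shTRIM24 array 3 or shTRIM28 array 2. Germline stood at 0.598 and markers of other cells at 0.985. Of 340 numbered zinc finger genes, 10 rose and 16 fell (2 and 4 over the list alone, list 0.602), with ZNF680 1.82-fold higher and ZNF614 1.94-fold lower.

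In all, 2013 of 12214 genes (16.5%) changed with shTRIM24, 941 upward and 1072 downward, of which 117 and 201 changed at least 2-fold. At an adjusted p under 0.05, 8 genes were at least 4-fold lower and 13 at least 3.5-fold higher. From the deposited normalized table with a floor of 1 these were 80 and 51, and with quantile normalization alone 0 and 6. Of 66 named genes that passed besides TRIM24 and TRIM28, 22 lost their call without some array. The count was 1259 without pLKO array 1, while the 8 and 13 past the larger folds came to 39 in all without shTRIM24 array 2 and 13 without shTRIM24 array 3.

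The comparison of shTRIM28 with pLKO asked which genes depend on TRIM28. Mitosis genes fell as a group: 36 of 42 were lower and 0 higher (41 adjusted over the list alone), with a median of -1.17 (adjusted p = 1.04e-20, and 0.658 with an estimated correlation). CDC20 fell 3.34-fold (log2 -1.74, SE 0.239, adjusted p = 0.000376), the spindle protein NUSAP1 3.29-fold (log2 -1.72, SE 0.302, adjusted p = 0.00188), the centromeric histone CENPA 2.77-fold (adjusted p = 0.00021) and the kinase AURKA 2.76-fold (adjusted p = 0.00571). Of 40 replication genes, 21 fell and 0 rose (31 over the list alone), with a median of -0.72 (adjusted p = 2.41e-11, and 0.658 with an estimated correlation). These included the flap endonuclease FEN1 (3.17-fold, adjusted p = 0.00504), CDC45 (3.04-fold), MCM10 (2.8-fold) and MCM3 (2.76-fold) of the replication fork. DNA repair genes fell in 8 of 28 cases (9 over the list alone, adjusted p = 0.00167, and 0.658 with an estimated correlation), with RAD51AP1 3.38-fold, XRCC5, a subunit of Ku, 2.91-fold and EXO1 2.87-fold lower.

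The intermediate filament gene VIM rose 4.14-fold with shTRIM28 (log2 2.05, SE 0.146, adjusted p = 4.42e-06). The lysosomal cholesterol carrier NPC1 rose 5.67-fold (SE 0.213, adjusted p = 1.25e-05), the channel gene PANX2 5.48-fold (log2 2.45, SE 0.193, adjusted p = 8.29e-06), the surface protein CD24 5.25-fold, the phosphatase PTPRR 5.78-fold and the pro-apoptotic BIK 3.54-fold (adjusted p = 9.46e-06). DDC, a decarboxylase listed as androgen-repressed, rose 10.1-fold (SE 0.763, adjusted p = 0.00879), the interferon-induced GTPase GBP2 5.24-fold and DYNLRB1 5.23-fold. UGT2B15 and UGT2B17 rose 7.34-fold and 9.83-fold and GSTA2 5.73-fold, with the member uncertain. The lysosomal membrane protein LAMP1 fell 7.38-fold (log2 -2.88, SE 0.19, adjusted p = 3.31e-06), SRPRB of the signal recognition particle receptor 5.49-fold (adjusted p = 3.73e-06), the ubiquitin ligase subunit SKP1 4.22-fold (log2 -2.08, SE 0.129, adjusted p = 2.05e-06), the DNA damage mediator MDC1 3.83-fold and the autophagy receptor SQSTM1 3.71-fold. The noncoding transcripts SNAR-A1 and OIP5-AS1 fell 5.37-fold and 4.27-fold.

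Among 27 MYC and ribosome genes, 7 fell and 1 rose (9 and 1 over the list alone), with ODC1 2.86-fold and NOLC1 2.19-fold lower (list adjusted p = 0.000166, and 0.765 with an estimated correlation). Androgen-repressed genes rose in 5 cases and fell in 1 of 13 (the same over the list alone), among them BCHE (2.73-fold). That list passed at 0.0394 (0.658 with an estimated correlation), and stood at 0.0505 without shTRIM28 array 1 and 0.0649 without shTRIM28 array 2. On the shTRIM28 ligand arrays its median was -0.03 with R1881 (7 genes above and 7 below 0) and 0.12 with ethanol, the latter -0.026 with median scaling. Androgen-induced genes moved both ways: 4 rose, including ALDH1A3 (1.97-fold) and RHOU (1.77-fold), and 8 of 49 fell, including OTULINL (2.37-fold), with 5 and 10 over the list alone (list 0.191). KLK2 fell 2.11-fold (adjusted p = 0.0198), a call that ended without pLKO array 1 (0.0534), pLKO array 3 (0.0705), shTRIM28 array 2 (0.0685) or shTRIM28 array 3 (0.0625). Luminal genes MSMB and KRT19 rose 3.16-fold and 2.21-fold while the homeobox gene HOXB13 fell 1.7-fold (5 and 2 of 20, list 0.507).

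The remaining lists did not pass with shTRIM28. The p53 list (0.602) held TP53INP1 and AEN, which fell 2.29-fold and 2.14-fold, beside BIK. TM7SF2 of cholesterol synthesis rose 2.26-fold (list 0.7), the chaperone HYOU1 fell 1.79-fold (stress list 0.374, and 0.046 without shTRIM28 array 2), IFI6 fell 1.75-fold (interferon list 0.923) and TUBB3 rose 2.92-fold (neuroendocrine list 0.179). The TNF list stood at 0.806, germline at 0.576, markers of other cells at 0.445 (0.0106 with fry) and hypoxia at 0.602 (0.0466 without pLKO array 2). Numbered zinc finger genes, whose family holds partners of TRIM28 in silencing, rose in 18 and fell in 9 of 340 cases (13 and 6 over the list alone, list 0.598; median 0.026, and -0.028 with median scaling), with ZNF737 2.35-fold and ZNF823 2.01-fold higher and ZNF365 2.33-fold lower. Altogether 2277 genes (18.6%) changed, 1143 upward and 1134 downward, of which 192 and 236 changed at least 2-fold. Of 67 named genes that passed besides TRIM28, 14 lost their call without some array. The count was 1466 without pLKO array 1 and 1406 without shTRIM28 array 3.

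**Figure D1:**
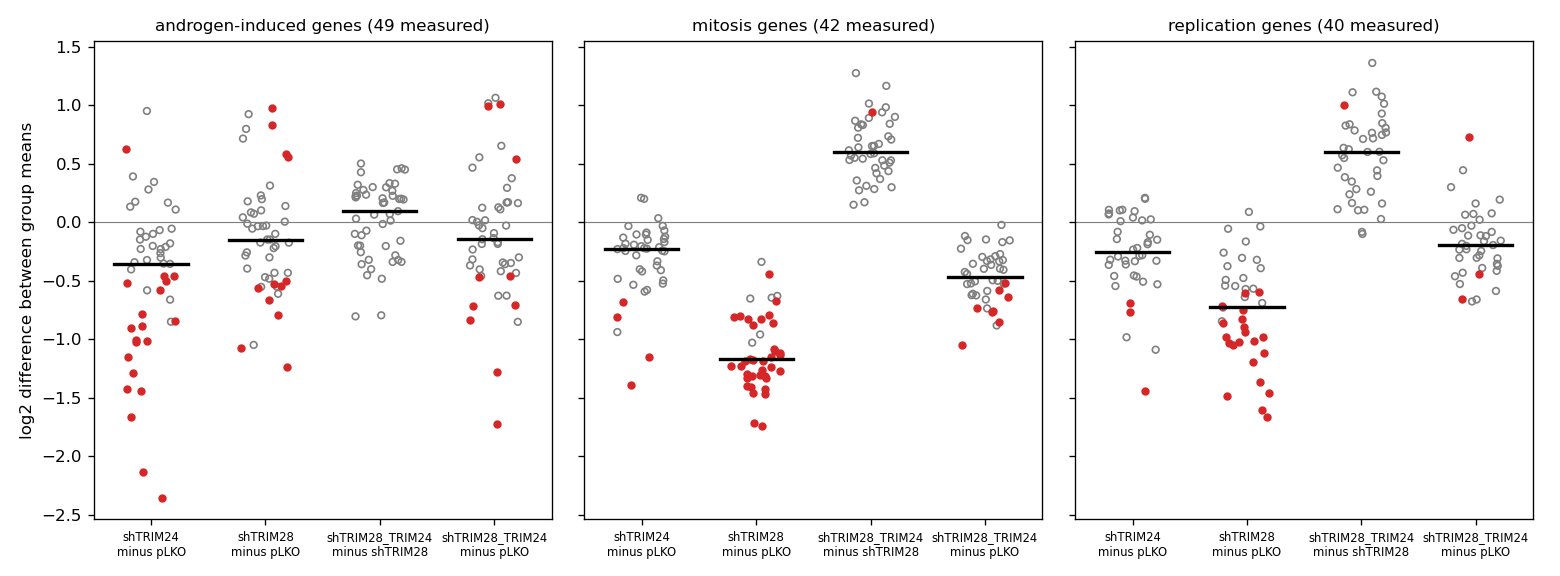
Log2 difference of each gene of the androgen-induced (49), mitosis (42) and replication (40) lists in the 4 triplicate comparisons; red points passed at an adjusted p under 0.05 and the line marks the median. Mitosis genes lay at a median of -1.17 with shTRIM28 and 0.60 when TRIM24 re-expression was compared with shTRIM28.

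Whether TRIM24 and TRIM28 control the same genes was asked from the overlap of calls. Both knockdowns lowered 286 genes, 26.7% of those lower with shTRIM24, among them KLK2, SPOP, CDC20, ODC1 and AEN, and both raised 375 genes (39.9%), among them DYNLRB1, UGT2B17, GSTA2 and TUBB3. Independence would give 99.5 and 88.1 genes, but both comparisons used the same pLKO arrays. Simulated groups without any effect against shared controls called 0.1 genes on average for shTRIM24, with at most 1 call in both, while their top-ranked genes, taken to the same list sizes, shared 360 and 332 (highest 392 and 366). The raised overlap lay above the highest of these and the lowered one below their average. The simulations leave out the effects and independence leaves out the shared arrays, so part of the excess over independence can come from the shared arrays. In the direction of the shTRIM24 change, 71.9% of the lowered and 81.3% of the raised genes had the same sign with shTRIM28, while 49 lowered genes were called higher and 24 raised genes were called lower. The shared pLKO arrays alone favour the same sign, and no share without an effect was simulated. Without pLKO array 1 the overlaps were 157 and 205 genes, and without pLKO array 3 they were 174 and 218.

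Across genes, which are not independent replicates, the 2 sets of differences had a covariance of 0.0709, where simulated shared controls gave 0.0142, and the difference of 0.0567 estimates the shared effect. They correlated at r = 0.427 (rho 0.415; 0.5 simulated without effects, where noise alone sets the spread). With R1881, where the knockdowns had different pLKO arrays, r was 0.356 (rho 0.296), and with ethanol, using the array labelled shTRIM24, it was 0.276 (rho 0.221). Against its own knockdown on the ligand arrays with R1881 and with ethanol, the triplicate shTRIM28 difference correlated at 0.725 and 0.656, and that of shTRIM24 at 0.565 and 0.5.

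Re-expression of TRIM24 in shTRIM28 cells was compared with shTRIM28 to ask what TRIM24 restores. Genes that shTRIM28 had lowered rose: LAMP1 by 2.29-fold (log2 1.20, SE 0.19, adjusted p = 0.0351), SRPRB by 2.22-fold (log2 1.15, SE 0.166, adjusted p = 0.0315), SNAR-A1 by 3.35-fold, the nucleolar protein NOLC1 by 1.95-fold (SE 0.134, adjusted p = 0.0315), CENPA by 1.92-fold and the replicative helicase subunit MCM6 by 2-fold (adjusted p = 0.0472). VIM, which shTRIM28 had raised, fell 1.77-fold (adjusted p = 0.037). The stress cytokine GDF15 fell 3.15-fold (log2 -1.66, SE 0.267, adjusted p = 0.0351), the transcription factor IRF1 3.03-fold and the receptor EGFR 2.31-fold. The zinc finger gene ZNF837 rose 1.83-fold, ZNF467 fell 1.78-fold, and the germline gene TEX19 fell 2.15-fold. FBXO5 rose 2.18-fold and IFRD1 fell 2.35-fold on their brightest probes, but another probe of each had the opposite sign.

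Mitosis genes had a median of 0.60 in this comparison (adjusted p = 7.6e-16), replication genes of 0.60 (6.14e-12) and MYC and ribosome genes of 0.59 (1.33e-12), each with 0.658 under an estimated correlation. Single members passed rarely: 1 of 42, 1 of 40 and 1 of 27 rose, against 22, 20 and 18 adjusted over the list alone. DNA repair genes had a median of 0.22 (adjusted p = 0.0144), TNF genes of -0.23 (0.00321), p53 genes of -0.25 (0.00193) and the 4 neuroendocrine genes of -0.34 (0.0418), each again 0.658 with an estimated correlation, and hypoxia genes of -0.46 (0.000583, and 0.708 with an estimated correlation). Of these, DNA repair stood at 0.159 and hypoxia at 0.069 without shTRIM28 array 2, and neuroendocrine at 0.0505 and 0.0877 without shTRIM28 array 1 or 2 and at 0.0878 without re-expression array 3. Androgen-induced genes had a median of 0.09 with none past the test (adjusted p = 0.798). For the other lists the adjusted p was 0.142 for interferon (0.0374 without shTRIM28 array 3), 0.301 for cholesterol, 0.313 for luminal genes, 0.624 for zinc fingers, 0.799 for the stress list, 0.856 for germline, 0.864 for androgen-repressed genes and 0.971 for markers of other cells.

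In this fit 96 genes (0.786%) changed on re-expression, 40 upward and 56 downward, against 2299 at an unadjusted p under 0.05. The count was 233 with quantile normalization alone, 2 with median scaling and 1 from the deposited normalized table with a floor of 1. A fit of only the 2 groups compared called 191 genes upward and 219 downward. A block for the replicate number gave 609 genes, but it may pair the re-expression arrays wrongly. None of the 24 named genes that passed did so without each array in turn. Without pLKO array 1, 2 or 3 the count was 29, 54 and 15, without shTRIM24 array 1 or 3 it was 31 and 471, without shTRIM28 array 1 it was 20 and without re-expression array 1 it was 27. Without shTRIM28 array 3, or re-expression array 2 or 3, limma called 0 genes, with 1423, 1563 and 1611 at an unadjusted p under 0.05.

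Of the 1072 genes that shTRIM24 lowered, re-expression raised 6 (0.56%, against 0.305% of other genes, two-sided Fisher's exact p = 0.159), and of the 941 it raised, re-expression lowered 16 (1.7% against 0.355%, two-sided Fisher's exact p = 2.99e-06). Fisher's test treats genes as independent. With an estimated correlation, camera gave p = 0.438 for the lowered set and 0.22 for the raised set, against 0.00449 and 2.35e-05 at the preset one. The share of lowered genes passed with quantile normalization alone (2.94%, 6.26e-09). Both comparisons drew on 1 variance estimate from all 12 arrays; with each fitted on its own arrays the shares were 3.63% (0.000365) and 7% (6.85e-11). Without shTRIM24 array 1 it was 0.369% (exact p = 0.0475), and it was 1.33% (9.6e-05), 4.33% (5.93e-06) and 0.854% (0.00285) without shTRIM24 array 2, shTRIM24 array 3 and shTRIM28 array 2. The share of raised genes reached 6.89% without shTRIM24 array 3, and without shTRIM28 array 3 or re-expression array 2 or 3 both shares were 0. Genes lowered by both knockdowns had a median of 0.17 on re-expression and genes raised by both had -0.17, where simulations without a re-expression effect gave 0.03 and -0.03. The sign was opposite to the knockdown for 74.5% and 78.1% of them, against 58.9% and 57.4% simulated. These simulations took the measured knockdown differences as true and drew independent noise, without deviations shared between arrays. They may therefore understate the effect of choosing genes on the shTRIM28 arrays. Against pLKO, 168 of the 286 (58.7%) and 235 of the 375 (62.7%) were still called after re-expression. The same pLKO arrays had served to choose these genes, which favours such calls, and no value was simulated for these shares.

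Cells with shTRIM28 and re-expressed TRIM24 were also compared with pLKO, to ask what stayed different. MSMB, a secreted prostate protein, was raised 4.35-fold (log2 2.12, SE 0.21, adjusted p = 7.82e-05), PTPRR 8.12-fold (log2 3.02, SE 0.527, adjusted p = 0.00249), STX19 6.48-fold and VIM 2.34-fold (adjusted p = 0.000237), and DYNLRB1 and BIK rose 5.04-fold and 2.79-fold. S100P, a calcium-binding protein, fell 6.97-fold (log2 -2.80, SE 0.57, adjusted p = 0.0058), the tight junction gene CLDN12 3.78-fold (adjusted p = 1.87e-05), SQSTM1 3.6-fold and the iron-binding LCN2 3.47-fold. Mitosis genes fell in 8 of 42 cases and rose in 0 (10 over the list alone), with a median of -0.47 (adjusted p = 8.25e-07, and 0.765 with an estimated correlation). For p53 genes, 6 fell and 1 rose of 23 (11 and 1 over the list alone, adjusted p = 0.00312, and 0.691 with an estimated correlation), with TP53INP1 and GDF15 2.7-fold and 2.52-fold lower. TNF genes fell in 3 of 22 cases (4 over the list alone, 0.0123, and 0.708 with an estimated correlation), a call lost under the stricter detection filter, and hypoxia genes in 2 of 21 (0 over the list alone, 0.0394, and 0.81 with an estimated correlation), a call at 0.516 without pLKO array 2 and 0.143 without re-expression array 1.

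Replication genes had a median of -0.20 against pLKO (adjusted p = 0.0611), which became 0.0055 without pLKO array 2, 0.018 without pLKO array 3, 0.0406 without shTRIM24 array 1, 0.0468 without shTRIM28 array 1, and 0.0119 and 0.0198 without re-expression arrays 2 and 3. Androgen-repressed genes stood at 0.0502, with BCHE 2.63-fold higher, and passed with the offset of 50 (0.0313), no filter (0.0431), the mean of probes (0.0417) and averaged replicates (0.0464), and without pLKO array 2 (0.0217) or 3 (0.0452), shTRIM24 array 1 (0.0406) or 3 (0.0483) or re-expression array 3 (0.0409). Androgen-induced genes stood at 0.301, with RHOU 1.99-fold higher and OTULINL 3.31-fold lower. In the other lists, KRT19 rose 2.28-fold (luminal, 0.949), SRM 2.79-fold (MYC, 0.333), TM7SF2 1.88-fold (cholesterol, 0.774), TUBB3 1.96-fold (neuroendocrine, 0.926) and NBN 1.93-fold (DNA repair, 0.0982, but 0.0436 without a filter, 0.0493 with only the 2 groups and 0.0347 without pLKO array 2), while IFI6 fell 2.15-fold (interferon, 0.255). The stress list stood at 0.179 (0.0254 without pLKO array 3), germline at 0.602, markers of other cells at 0.255 (0.0106 with fry) and zinc fingers at 0.806. In total 1805 genes (14.8%) differed from pLKO, 918 upward and 887 downward, with 127 and 118 at least 2-fold, and 26 of the 67 named ones that passed lost their call without some array. That count was 930 without pLKO array 3, and 952 and 955 without re-expression arrays 2 and 3.

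In hormone-starved cells, R1881 was compared with ethanol over the 4 pairs of arrays (2 pLKO, 1 shTRIM28, 1 shTRIM24) to define the androgen response. SLC45A3, which encodes prostein, rose 10-fold (log2 3.32, SE 0.184, adjusted p = 2.36e-05), the androgen receptor cochaperone FKBP5 rose 8.29-fold (log2 3.05, SE 0.196, adjusted p = 4.57e-05), and TARP rose 6-fold (adjusted p = 2.36e-05). KLK2 rose 5.42-fold (adjusted p = 5.64e-05), TMPRSS2 4.71-fold and KLK3 3.98-fold. CAMK2N1, an inhibitor of a calmodulin kinase, fell 5.36-fold (log2 -2.42, SE 0.106, adjusted p = 1.32e-05), the cholesterol exporter ABCA1 4.26-fold (log2 -2.09, SE 0.145, adjusted p = 5.75e-05), LTN1 of ribosome quality control 4.23-fold and NIPSNAP3A 3.51-fold. TUBA3D, a tubulin with near-identical paralogs, rose 23.6-fold.

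Androgen-induced genes rose in 43 of 50 cases with 0 lower and a median of 1.42 (adjusted p = 2.88e-40 over 17 lists, and 0.118 with an estimated correlation). Androgen-repressed genes fell in 9 and rose in 2 of 14 cases (0.000178, and 0.183 with an estimated correlation), DDC 6.39-fold. Mitosis genes rose in 24 of 41 cases (median 0.65, 5.13e-16) and replication genes in 19 of 40 (median 0.44, 4.16e-11), both at 0.356 with an estimated correlation, with BIRC5 and FEN1 1.97-fold and 1.88-fold higher. Luminal genes (12 rose and 3 fell of 20, 7.15e-05) and cholesterol genes (7 and 1 of 19, 2.01e-05) passed with 0.118 under an estimated correlation, the latter with HMGCS1 1.78-fold higher. Hypoxia genes rose in 7 and fell in 1 of 22 cases (0.00102, and 0.356 with an estimated correlation), with the glucose transporter SLC2A3 3.09-fold and NDRG1 2.75-fold higher and the peptide hormone gene ADM 2.71-fold lower. MYC genes (3 rose of 27) and p53 genes (1 rose and 2 fell of 21, with SESN1 2.51-fold lower) passed at 0.0153 each, and at 0.183 with an estimated correlation. DNA repair passed at 0.0483 (0.36 with an estimated correlation), a call lost under 6 of the alternatives, where it ranged up to 0.0861. The adjusted p was 0.216 for markers of other cells, where SNAI2 rose 4.43-fold, 0.389 for interferon, where HERC5 rose 2.34-fold, and for neuroendocrine genes, 0.461 for TNF, germline and zinc finger genes and 0.557 for the stress list.

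Over the 4 pairs 1650 genes (13.1%) changed, 846 upward and 804 downward, with 115 and 83 at least 2-fold. Of the 71 named genes that passed, 70 moved the same way in each of the 4 pairs, which their choice on these same pairs makes likely. Of these 71, 12 passed under every other normalization and detection filter and with the mean of probes. They were SLC45A3, FKBP5, TARP, TUBA3D, CAMK2N1, ABCA1, LTN1, NIPSNAP3A, SESN1, SLC2A3, NDRG1 and ADM. The other calls ended mostly with median scaling or the deposited normalized table. Named genes were not tested again without a pair or without the block for title spelling. The count was 1050 and 803 without the pLKO pair of either spelling and 1005 without the shTRIM24 pair, 232 with median scaling, 62 from the deposited normalized table with a floor of 1 and 486 without the block for title spelling. In pLKO alone, limma with 1 residual degree of freedom called 1125 genes (598 upward, 527 downward), with 40 of 50 androgen-induced and 25 of 41 mitosis genes higher, and this count was 0 from the deposited normalized table with a floor of 1 (1856 at an unadjusted p under 0.05).

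Genes that R1881 changed at least 2-fold were then followed in the triplicate experiment, to ask how the knockdowns act on the androgen response in regular medium. With shTRIM24, 40 of the 112 R1881-raised genes measured fell and 4 rose, with a median of -0.40 (adjusted p = 3.59e-09, and 0.508 with an estimated correlation), KLK2, KLK3, TMPRSS2 and PMEPA1 among the former. Of the 82 R1881-lowered genes, 15 rose and 0 fell, with a median of 0.37 (6.28e-05, and 0.67 with an estimated correlation). With shTRIM28, 24 R1881-lowered genes rose and 3 fell, with a median of 0.50 (7.65e-08, and 0.67 with an estimated correlation), DDC among the former. R1881-raised genes had a median of -0.07 there, with 11 higher and 18 lower (adjusted p = 0.194, and 0.0451 without pLKO array 2). The difference between the knockdowns was not tested.

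After re-expression the R1881-lowered genes had a median of -0.11 against shTRIM28 (0 rose and 2 fell, adjusted p = 0.0108, and 0.741 with an estimated correlation), a call at 0.612 without shTRIM28 array 2 and 0.15 and 0.104 without re-expression arrays 2 and 3. The R1881-raised genes had a median of 0.10 (adjusted p = 0.11), which became 0.0157 without shTRIM28 array 3 and 2.76e-05 without re-expression array 1, and none of them passed singly. Against pLKO, 20 R1881-lowered genes were higher and 3 lower (median 0.32, 0.000149, and 0.67 with an estimated correlation), and R1881-raised genes stood at 0.651.

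With R1881 present, each knockdown array was compared with its pLKO array, as 1 array each and without a test. With shTRIM28, VIM was 2.37 higher, BIK 2.44, PANX2 2.40, the transmembrane protein TMEFF2 2.49 and the defensin DEFB4A 3.37 higher, while SLC41A1, SRPRB, SKP1, ODC1 and LAMP1 were at -2.39, -2.21, -2.16, -2.09 and -2.09. All 41 mitosis genes lay below 0 with a median of -1.23, and 36 of 50 androgen-induced genes with a median of -0.39. No random list was as low, but such lists leave out the correlation among members (0.764 and 0.107 in the triplicate experiment). With shTRIM24, KLK2 was at -1.70, AGR2 at -1.74, ODC1 at -1.70 and OTULINL at -1.73. In the triplicate experiment KLK2, ODC1 and OTULINL fell with shTRIM24 too (-2.36, -1.10 and -1.15), but AGR2 was at 0.39 (adjusted p = 0.232). With shTRIM24 and R1881, 40 of 50 androgen-induced genes lay below 0 with a median of -0.36. The mitosis median was -0.51, the stress list lay at 0.54 and androgen-repressed genes at 0.40, each beyond every random list. DIO3, which inactivates thyroid hormone, was 3.19 higher and NOS3 2.70 higher with shTRIM24, though in the triplicate experiment their differences were 0.46 and 0.69 (adjusted p = 0.487 and 0.337). AKR1C2, AKR1C3 and AKR1C4, steroid reductases that share sequence, were 3.00, 2.61 and 3.07 higher, with 0.85, 1.38 and 1.09 in the triplicate experiment (adjusted p = 0.0152, 0.0128 and 0.00643), and the member is uncertain.

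With ethanol, LRRC31 was 3.41 and the Wnt effector LEF1 2.76 higher with shTRIM28, VIM was 2.39 and PANX2 2.48 higher, and SKP1 and HOXC4 were at -2.52 and -2.33. In the triplicate experiment VIM, PANX2 and SKP1 were at 2.05, 2.45 and -2.08, but LRRC31, LEF1 and HOXC4 only at 0.91, 0.62 and -0.70. LRRC31 read 4.56 in pLKO with ethanol, near background. With shTRIM28 and ethanol KLK2 was 3.99-fold lower, but it read 4.53, near background, so the size of the fold is uncertain. Mitosis genes had a median of -0.75 and androgen-induced genes of -0.13, the latter above 3.16% of random lists. On the array labelled shTRIM24 with ethanol, DIO3 was 3.30, NOS3 2.57, TUBB3 2.24 and the cystine transporter SLC7A11 2.22 higher. CYP1A2, which read 4.52 and so lay near background, was at -2.52, and DLEU1 and TMPRSS2 were at -2.18 and -1.88 on that array. Its androgen-induced genes had a median of -0.0089, which was above 0 under 1 other normalization, and its mitosis genes of 0.07, while luminal genes had -0.28 and the stress list 0.47. Despite its TRIM24 signal, 98 of the 100 genes most lowered by shTRIM24 in the triplicate experiment lay below 0 on that array (median -0.65), as did 98 on the shTRIM24 array with R1881 (median -0.60), against medians of -0.21 and -0.18 on the shTRIM28 arrays with ethanol and R1881.

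Whether the knockdowns altered the response to ligand was asked with genes chosen in the other pLKO pair. The 100 genes with the highest response there rose by a median of 0.87 on the shTRIM28 arrays and 1.48 in pLKO of the same spelling, with 87 of 100 smaller. For shTRIM24 the medians were 1.30 and 1.79, with 88 smaller, against the array labelled shTRIM24 with ethanol. The 100 lowest had medians of -0.61 with shTRIM28 and -1.22 in pLKO (88 smaller), and of -0.85 with shTRIM24 and -1.36 in pLKO (87 smaller). Most of the difference in the highest genes lay with R1881: shTRIM28 was at -0.61 against pLKO with R1881 and -0.12 with ethanol, and shTRIM24 at -0.49 with R1881 and 0.0044 on the ethanol array. In the lowest genes shTRIM28 was at 0.49 with R1881 and 0.03 with ethanol, while for shTRIM24 more of the difference lay on the array labelled shTRIM24 with ethanol (-0.30) than with R1881 (0.19). The response of KLK2, KLK3 and TMPRSS2 was larger in each knockdown: 2.96, 2.72 and 1.68 with shTRIM28 against 1.84, 1.67 and 1.30 in pLKO, and 2.77, 2.00 and 3.39 with shTRIM24 against 2.19, 1.59 and 2.57, where for KLK2 and KLK3 with shTRIM24 the sign of the difference flipped with quantile normalization alone (-0.394 and -0.267) and with median scaling (-0.374 and -0.381). With shTRIM28 their differences shrank from 1.11 and 1.05 to 0.115 and 0.279 with quantile normalization alone and to 0.295 and 0.458 with median scaling. KLK2 read 4.53 with shTRIM28 and ethanol against 6.53 in pLKO, and TMPRSS2 read 6.91 on the array labelled shTRIM24 with ethanol against 8.79. A TRIM33 probe detected on neither pLKO ethanol array read up to 4.46. KLK2 therefore lay near background with ethanol in both knockdowns, and the size of its response there is uncertain. With shTRIM24 and R1881, KLK2 read 7.23 against 8.93 in pLKO. A larger response therefore does not mean a higher signal with R1881. There was 1 pair per knockdown, so the difference in response was not tested.

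**Figure D2:**
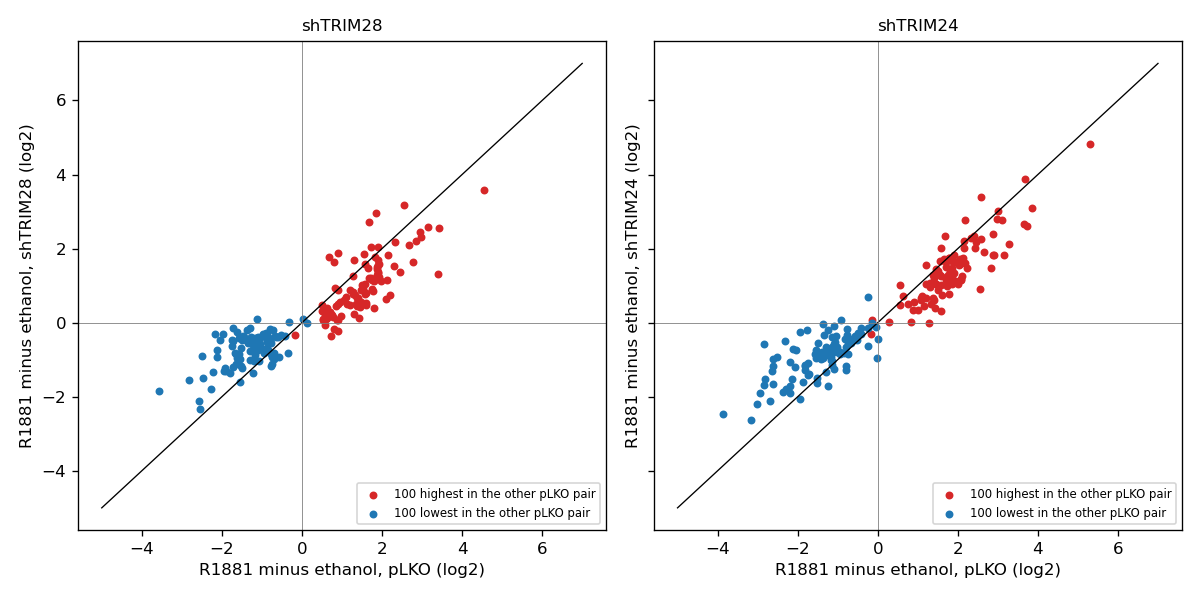
Log2 difference between R1881 and ethanol in knockdown cells (vertical) and in pLKO of the same title spelling (horizontal), for the 100 highest (red) and 100 lowest (blue) genes chosen in the other pLKO pair, with the line of equal response. For shTRIM28 the medians of the highest genes were 0.87 and 1.48, and for shTRIM24 they were 1.30 and 1.79.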

Values the study reported

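The study reports 220 genes as induced by TRIM24, at 4-fold or more and an adjusted p below 0.05, and 215 as repressed by TRIM24, at 3.5-fold or more and the same adjusted p. Its methods give limma with p below 0.005 for differential expression.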

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

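The tests of normalization, of the pLKO arrays, of a response common to hairpins, of the shared pLKO arrays, of error in single genes and of the response of KLK2, KLK3 and TMPRSS2 were chosen after the result was seen, while the test of compressed signals and the other splits of the samples were planned. Each gene below stood out because its R1881 difference in a knockdown had the opposite sign to that in both pLKO pairs. FANCI, of the Fanconi anemia repair pathway, was at -0.0032 on the shTRIM28 arrays and 0.73 and 1.04 in pLKO. The chaperone DNAJB9 was at -0.249 on the shTRIM24 arrays, which include the array labelled shTRIM24 with ethanol, and 0.52 and 0.75 in pLKO. RRM2B, a ribonucleotide reductase subunit, was at 0.0245 on the shTRIM28 arrays and -0.42 and -0.73 in pLKO. Each rests on 1 pair of knockdown arrays, and these differences were not tested. In data outside the comparisons, 409, 310, 6 and 318 of 5994 probes without a single gene symbol passed in shTRIM24, shTRIM28, re-expression against shTRIM28 and re-expression against pLKO. They could not be named and no explanation was tested.

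Mitosis and replication genes were lower with shTRIM28. Normalization as the cause would need a median near 0 under another method, but the mitosis median nearest 0 was -0.636, with quantile normalization alone (-1.17 in the report's fit). The 3 pLKO arrays as the cause are argued against by the ligand arrays, which have other pLKO arrays, where the median was -0.747 with ethanol and -1.23 with R1881. Replication genes lay at -0.41 with quantile normalization alone, and at -0.31 and -0.59 on the ligand arrays. A response common to any hairpin would lower these genes alike with shTRIM24, but the shTRIM24 mitosis median was -0.229 in the triplicate experiment, -0.507 with R1881 and 0.0735 on the array labelled shTRIM24 with ethanol. Over both lists and all 3 sets of arrays, the median difference between shTRIM28 and shTRIM24 nearest 0 was -0.375 (replication with R1881, quartiles -0.669 and -0.192), so such a response does not account for the whole pattern. A slower cell cycle after loss of TRIM28 is a candidate explanation, and an effect of this hairpin on other targets stays open, since no group was labelled with a second hairpin against TRIM28.

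Genes raised by both knockdowns, such as DYNLRB1 and GSTA2, could owe their overlap to the shared pLKO arrays. The 100 genes most raised by shTRIM24 in the triplicate experiment had a median of 0.524 with shTRIM28 and ethanol and 0.60 with R1881, where the pLKO arrays differ, and 83 and 84 of them lay above 0. Shared controls therefore do not account for the whole pattern. Joint repression by TRIM24 and TRIM28 stays open, as does a response to any hairpin, since both groups carry one and pLKO was the only control.

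The response to R1881 was smaller on the knockdown arrays. Compressed signals would give a smaller spread on these arrays, but before normalization between arrays the SD of the knockdown R1881 array was 0.975 (shTRIM24) and 0.991 (shTRIM28) times that of its pLKO array. Error in single genes would leave the median difference in response within that of matched random lists, and it was -0.422 for shTRIM24 (random lists -0.0742 to 0.0702) and -0.534 for shTRIM28 (-0.0442 to 0.0791). KLK2, KLK3 and TMPRSS2 went against the pattern, with a larger response in each knockdown (KLK2 2.96 with shTRIM28 against 1.84 in pLKO, and 2.77 with shTRIM24 against 2.19), though for KLK2 and KLK3 with shTRIM24 this flipped with quantile normalization alone (-0.394 and -0.267) and with median scaling (-0.374 and -0.381), and with shTRIM28 the difference of KLK2 shrank from 1.11 to 0.115 and 0.295. These responses can start from a lower ethanol signal: KLK2 read 4.53 with shTRIM28 and ethanol against 6.53 in pLKO. That signal lay near background, so the size of the KLK2 response is uncertain. With shTRIM24 and R1881, KLK2 stayed below pLKO (7.23 against 8.93). For shTRIM24, the difference in the lowest genes lay more on the array labelled shTRIM24 with ethanol (-0.298) than with R1881 (0.191). Over all genes the SD of the R1881 difference was also smaller in the knockdown pairs. It was 0.308 with shTRIM28 against 0.372 in pLKO, and 0.333 with shTRIM24 against 0.44. Whether the smaller response was confined to the chosen genes was not tested. A reduced response of part of the androgen program after loss of TRIM24 or TRIM28 stays open, as does a difference between single cultures, with 1 pair per knockdown and an array labelled shTRIM24 with ethanol whose brightest TRIM24 probe was not lower.

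In the other splits of the samples, 10 per 3-against-3 comparison are too few for a share under 0.05. The real split called 2013 genes with shTRIM24, 2277 with shTRIM28, 96 on re-expression and 1805 after re-expression against pLKO, and in each case it was the 1 split with as many genes. The highest other split gave 0 in limma (1361, 867, 748 and 706 at an unadjusted p under 0.05, against 3654, 3749, 2299 and 3498). For shTRIM24 and shTRIM28 against pLKO, where numbers pair the arrays, 3 other splits part as many pairs and also gave 0, as did the 6 that part fewer. For R1881 the fit is paired, so the real split (1650) compares with the 7 others that part all 4 pairs, too few for a share under 0.05. It was the 1 split of 8 with as many genes, and the highest other gave 0 in limma (733 at an unadjusted p under 0.05, against 3516). The 24 splits that part fewer pairs also gave 0 (2286 at most at an unadjusted p under 0.05), and 3 could not be fitted.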

How the results depend on the processing

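Adding 16 to the deposited normalized table, averaging replicates 2 and 3 of the re-expression group and leaving out arrays of groups outside a comparison were chosen after the data were seen, while the other alternatives were planned. That a share without any re-expression gene counts as unchanged or weaker was also decided after the data were seen. Among the values that answer a comparison, 782 stayed on their side of the threshold or within 1.5 times the count, 66 counts or values moved, 43 weakened, 27 strengthened and 2 reversed. Among named genes, 6110 values with a test stayed, 996 lost their call, 9 gained one and 0 reversed. Among named genes without replicates 670 stayed and 178 moved, and among the other lists 1466 stayed, 56 lost their call and 34 gained one. Except where the construction is named, the cause was not tested. In the triplicate comparisons, no normalization moved the median of all genes by more than 0.1 (largest shift -0.0444).

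With quantile normalization alone, re-expression changed 233 genes, 6 genes passed the larger folds for shTRIM24, and the share of TRIM24-lowered genes raised by re-expression was 2.94%. Androgen-induced medians with R1881 were -0.268 (shTRIM28) and -0.237 (shTRIM24), and the lowest genes of the shTRIM24 response differed by 0.383. With an offset of 50 and median scaling, 1314 genes changed with shTRIM24, 2 on re-expression, 1130 after re-expression against pLKO, 11 passed the larger folds and 141 were higher in both knockdowns. R1881 changed 61 genes in pLKO and 232 over the pairs, the shTRIM24 androgen-induced median was -0.482, and its response differed by -0.66 (highest) and 0.112 (lowest). The share of TRIM24-raised genes lowered on re-expression was 0, since only 1 gene fell on re-expression. With this offset and scaling together, 34.9% of called genes were higher with shTRIM24 and 33.8% with shTRIM28, against 46.7% and 50.2%.

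From the deposited normalized table with a floor of 1, re-expression changed 1 gene (so the share of raised genes was again 0), 131 genes passed the larger folds, 153 were lower in both, TRIM28 with shTRIM24 was at -0.71 (adjusted p = 0.507) and replication with shTRIM24 at 0.062. R1881 changed 0 genes in pLKO in limma (1856 at an unadjusted p under 0.05) and 62 over the pairs. Androgen-induced medians were -0.458 and -0.438, and the shTRIM24 response differed by -0.799 and 0.173. Values near 0 after background subtraction are spread widely by log2. With 16 added, re-expression changed 57 genes, R1881 in pLKO 737, and TRIM28 with shTRIM24 was at -0.58 (adjusted p = 0.0531). Over all alternatives the adjusted p of TRIM28 with shTRIM24 reached at most this 0.507.

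The mean of probes gave 62 genes on re-expression. Without a detection filter TRIM28 was at -0.58 with shTRIM24 (adjusted p = 0.0718), the share of lowered genes at 0.71%, and R1881 changed 580 genes in pLKO. That share was 0.836% with normalization within each experiment, 1.16% with the stricter filter, 1.52% with trend and robust (148 genes on re-expression) and 5.65% at an unadjusted p under 0.005 (575 genes). With only the 2 groups compared, 1021 genes changed with shTRIM24, 410 on re-expression, 173 were lower and 230 higher in both, the share was 3.63%, and TRIM28 stood at -0.58 (adjusted p = 0.0732). Averaging replicates 2 and 3 gave 0 genes on re-expression in limma (1559 at an unadjusted p under 0.05), hence a share of raised genes of 0, 947 against pLKO, and 0.117 for R1881-lowered genes on re-expression. Without the block for title spelling R1881 changed 14 genes in pLKO and 486 over the pairs.

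With the replicate number as a block, both knockdowns lowered 418 and raised 509 genes. Simulated groups without an effect, fitted with the same block and list sizes after the data were seen, gave 493 and 449 (highest 528 and 486). The covariance of their differences was 0.0109. As these simulations rank noise without effects, they do not give the overlap expected among genes that passed. The numbers pair the pLKO, shTRIM24 and shTRIM28 arrays but not those of the re-expression group, where same-numbered arrays correlated at -0.2, -0.28 and 0.18 with shTRIM28. Differently numbered arrays correlated at up to 0.37 with pLKO, 0.25 with shTRIM24 and 0.4 with shTRIM28, so the block may pair the re-expression arrays wrongly. With the block, re-expression changed 609 genes (323 upward, 286 downward) and the share of lowered genes was 6.72% (exact p = 5.27e-18) and that of raised genes 6.16% (2.63e-15). Under the block CBX5 passed with shTRIM24 (0.0375) and on re-expression (0.0381), as did TNF (0.0355) and hypoxia (0.0278) with shTRIM24 and androgen-repressed genes against pLKO after re-expression (0.0375). It changed no other call of a named gene or list besides replication after re-expression against pLKO, at 0.0375. That list (0.0611) also passed at 0.0409 with the offset of 50, 0.0378 without a filter, 0.0417 with the mean of probes, 0.0248 with only 2 groups and 0.0152 with averaged replicates.

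With an estimated correlation camera called 0 of 68 lists (22 at the preset one), and fry called 6. In fry, androgen-induced and luminal genes passed downward with shTRIM24, and mitosis and DNA repair genes passed downward with shTRIM28. The remaining fry calls were for markers of other cells, given below. The estimated correlation gave 0.658 for androgen-induced genes with shTRIM24, and for mitosis and replication with shTRIM28 and on re-expression. It gave 0.81 and 0.817 for mitosis and replication with shTRIM24, and 0.765 for mitosis against pLKO after re-expression. For R1881 genes it gave 0.508 (raised, shTRIM24), 0.67 (lowered, shTRIM24, shTRIM28 and re-expression against pLKO) and 0.741 (lowered, on re-expression). With fry, mitosis stood at 0.409, 0.169 and 0.257 with shTRIM24, on re-expression and against pLKO, and replication at 0.483, 0.0744 and 0.19 with shTRIM24, shTRIM28 and on re-expression. Markers of other cells passed only in fry, upward at 0.0106 with shTRIM28 and after re-expression against pLKO. Androgen-repressed genes with shTRIM28 failed with the floor of 1 (0.0822), quantile alone (0.0624) and the stricter filter (0.0729), and neuroendocrine genes on re-expression with those (0.0586, 0.0615, 0.0638) and without a filter (0.601). Hypoxia against pLKO failed with the floor (0.0649) and quantile alone (0.0624), and TNF with the stricter filter (0.114).

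Leaving out 1 array at a time, counts ranged from 1259 to 2085 (shTRIM24), 1406 to 2764 (shTRIM28), 0 to 471 (re-expression) and 930 to 2297 (re-expression against pLKO). Genes past the larger folds ranged from 13 to 39, lower in both from 157 to 320, higher in both from 205 to 364, and the shares from 0 to 4.33% and 0 to 6.89%. Without each pair R1881 changed 803 to 1568 genes. Mitosis and replication with shTRIM24 ranged from 3.64e-06 to 0.266 and 0.000102 to 0.516, and replication against pLKO after re-expression from 0.0055 to 0.754. R1881-raised genes ranged from 0.0451 to 0.572 with shTRIM28 and 2.76e-05 to 0.719 on re-expression, and R1881-lowered genes there from 1.61e-05 to 0.612. TRIM28 with shTRIM24 ranged from -0.69 to -0.42. The androgen-induced list with shTRIM24 (3.01e-07 to 2.2e-05) and mitosis and replication with shTRIM28 (2.17e-26 to 9.22e-17 and 3.81e-15 to 5.6e-08) passed without each array. Where this left a group with fewer arrays, the fit assumed that it varied like the others. A chip block was not run because the headers name no chips, and leaving out arrays for R1881 in pLKO was not run for want of residual degrees of freedom. Signal over background limited genes near background, where folds are compressed or spread by the choice of offset.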

Other observations

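The lists and the rule for genes were planned, while which of them to describe here and the check of signs under other normalizations were chosen after the result was seen. On the ligand arrays, without a test, the median of TNF and NF-kappaB genes was 0.30 and 0.24 with shTRIM28 (R1881 and ethanol) and 0.15 and 0.20 with shTRIM24, including the array labelled shTRIM24 with ethanol, above at least 99.34% of matched random lists, a rank that leaves out the correlation among members (0.212 in the triplicate experiment). In the triplicate experiment the same list did not pass with shTRIM24 (median 0.37, adjusted p = 0.0611) or shTRIM28 (median -0.09, adjusted p = 0.806). Cholesterol genes lay at -0.24 and -0.20 with shTRIM28 and R1881 or ethanol, above 1.2% and 3.88% of random lists, and at -0.12 with shTRIM24 and R1881 (7.21%). On the array labelled shTRIM24 with ethanol they lay at -0.056 (23.76%), which became 0.054 with median scaling. In the triplicate experiment they had medians of 0.09 with shTRIM24 (adjusted p = 0.323) and -0.01 with shTRIM28 (0.7). Hypoxia genes, which include glycolytic targets of HIF, lay at -0.29 with shTRIM28 and R1881 and -0.19 with shTRIM24 and R1881, above 0.07% and 0.67% of random lists. With ethanol they lay at -0.06 with shTRIM28 and 0.08 on the array labelled shTRIM24 (29.33% and 85.3%). In the triplicate experiment they had medians of 0.23 with shTRIM24 (adjusted p = 0.0611) and of 0.07 with shTRIM28 (0.602), the latter -0.033 with median scaling. The other medians here kept their sign under the 5 other normalizations.

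RAP1GAP, which switches off the GTPase RAP1, was 2.07 higher on the array labelled shTRIM24 with ethanol and 1.25 higher with shTRIM24 in the triplicate experiment (adjusted p = 0.00094). DLEU1, a long noncoding RNA, was at -1.62 with shTRIM24 and R1881, -2.18 on the array labelled shTRIM24 with ethanol and -1.53 in the triplicate experiment (adjusted p = 0.000191). SLC41A1, a magnesium transporter, and TADA3, of a histone acetyltransferase complex, were at -2.39 and -2.19 with shTRIM28 and R1881, and at -1.58 and -1.71 in the triplicate experiment (adjusted p = 2.81e-05 and 2.91e-05). SPOP was at -1.22 and -1.20 on the shTRIM28 arrays with R1881 and ethanol, at -0.44 with shTRIM24 and R1881, and at -0.47 on the array labelled shTRIM24 with ethanol. TRIM24 itself was at -0.36 and -0.34 on the shTRIM28 ligand arrays, a difference without a test.

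Here 8 genes were at least 4-fold lower and 13 at least 3.5-fold higher with shTRIM24 at an adjusted p under 0.05. From the deposited normalized table with a floor of 1 they were 80 and 51, so their size depends on how signals near background are offset and scaled. All of these counts are lower than those the study gives at the same thresholds. The counts here are of genes with exactly 1 symbol, each represented by its brightest probe. The study's text states no detection filter or choice of probe, so what is counted may differ. Without a detection filter the counts here were 8 lower and 11 higher.

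The median, the mean and the set test differed in sign for germline, neuroendocrine and other-cell markers with shTRIM24, for TNF with shTRIM28, for the stress list and other-cell markers on re-expression, and for cholesterol, neuroendocrine and luminal genes after re-expression against pLKO. None of these lists passed in that comparison at the preset correlation. Replicates 2 and 3 of the re-expression group differed less than any other pair of replicates, with an SD of the difference over genes of 0.188 against 0.269 to 0.462 in the other pairs.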
